# Ozonated olive oil inhibits melanoma proliferation by inducing ferroptosis

**DOI:** 10.1016/j.bbrep.2025.102267

**Published:** 2025-09-17

**Authors:** Seong-Jin An, Jun-Ichi Kashiwakura, Akira Katsuyama, Sumihito Togi, Yuichi Kitai, Ryuta Muromoto, Toshiaki Miura, Satoshi Ichikawa, Tadashi Matsuda

**Keywords:** Melanoma, Ozonated olive oil, Ferroptosis, Lipid peroxidation

## Abstract

Although ozone is a potent oxidant that can damage lungs and skin after prolonged exposure, ozonated olive oil (OZO) exhibits antimicrobial, anti-inflammatory, and wound-healing effects. Here, we describe a novel application of OZO in melanoma therapy. Treatment with OZO markedly inhibited the proliferation of both human and murine melanoma cells, while sparing normal human keratinocyte. At the molecular level, OZO upregulated ferroptosis-related genes, decreased intracellular glutathione (GSH) and GPX4 protein levels and accelerated lipid peroxidation. Critically, OZO-induced growth inhibition in melanoma cells was prevented by ferroptosis inhibitors (ferrostatin-1 and deferiprone), but not by inhibitors of apoptosis or necroptosis. Taken together, these findings offer new therapeutics strategy for treating melanoma by inducing ferroptosis.

## Highlights

• Ozonated olive oil (OZO) significantly inhibits the growth of human and murine melanoma cells.
• OZO induces ferroptosis-related genes, including HMOX1 and SLC7A11, and lipid peroxidation.
• OZO reduces intracellular GSH and GPX4 protein levels.
• Ferroptosis inhibitors rescue melanoma cells from OZO-induced growth inhibition.

## 1 Introduction

Malignant melanoma, an aggressive malignancy arising from the transformation of epidermal melanoma arises from melanocytes by accumulated genetic alterations, poses a formidable clinical challenge due to its rapid progression to metastatic disease [1,2]. While surgical excision is effective for localized tumours, the management of advanced melanoma has been revolutionized by targeted therapies, such as BRAF-MEK inhibitors, and by immune checkpoint inhibitors, which have significantly improved patient survival [[2], [3], [4]]. Nevertheless, the prognosis for patients with metastatic disease remains guarded. The long-term efficacy of this advanced treatment is frequently undermined by the near-inevitable development of intrinsic or acquired therapeutic resistance, leading to treatment failure [1,2]. This clinical impasse highlights an urgent need for novel strategies that can overcome these resistance mechanisms by engaging alternative cell death pathway.

Ferroptosis, a form of regulated cell death characterized by iron-dependent lipid peroxidation, is mechanistically distinct from other cell death pathways like apoptosis, autophagy, pyroptosis, and necroptosis [5]. Initially implicated in pathologies such as neurodegenerative disorders, the role of ferroptosis in cancer has recently gained significant attention. Dysregulation of this pathway has been linked to both tumorigenesis and therapeutic resistance in various cancers, including melanoma [6]. This suggests that including ferroptosis could be a promising therapeutic approach for melanoma.

Ozonated vegetable oils, such as ozonated olive oil (OZO), are recognized for their therapeutic properties, including antimicrobial and wound-healing properties, leading to their use in cosmetics and medicine [[7], [8], [9]]. This activity is attributed to stable ozonides, primarily trioxolanes and peroxides, which are generated from the reaction between ozone and unsaturated fatty acids in vegetable oils [[7], [8], [9]]. In case of olive oil, its main component, triolein, is converted to triolein triozonide upon ozone treatment. Clinically, efficacy of OZO is well-established in wound-healing; for instance, it has been shown to accelerate healing of pressure ulcers in both mouse models and humans by suppressing suppuration and hemorrhage [10,11]. Although OZO's therapeutic effects on tissue repair are well-documented, its potential as an anti-cancer agent, particularly in melanoma where oxidative stress plays a key role, remains unexplored.

Thus, in this study, we evaluated anti-melanoma activity of OZO, focusing on its cytotoxic effects and therapeutic potential. We first evaluated the anti-proliferative efficacy and selectivity of OZO across a panel of human and murine melanoma cell lines in comparison to normal human keratinocytes. Subsequently, to uncover the underlying molecular basis of its action, we performed RNA-seq analysis to identify key signaling pathways modulated by OZO, which led us to establish ferroptosis as a primary hypothesis. Finally, we sought to directly validate this hypothesis by measuring key biochemical markers of ferroptosis such as lipid peroxidation and intracellular glutathione levels, and by utilizing specific cell death inhibitors to confirm that OZO-induced cell death is indeed mediated through this pathway.

## 2 Materials and methods

### 2.1 Reagents and antibodies

Ozonated olive oil (OZO; ORTHLY OIL®) and its precursor Olive oil (OLO) were purchased from Tamura Teco Co., Ltd (Osaka, Japan) and used as OZO without further purification. Caspase inhibitor, Z-VAD, and necrosis inhibitor, necrostatin-1 (Nec-1), were purchased from AdipoGen Life Science (San Diego, CA). Ferroptosis inhibitor, ferrostatin-1 (Fer-1), was purchased from Tokyo Chemical Industry (Tokyo, Japan). Iron chelator, deferiprone (DFP), was purchased from Cayman Chemical (Ann Arbor, MI). Lipid peroxide-specific reagent, liperfluo was purchased from DOJINDO (Kumamoto, Japan). α-tocopherol was purchased from FUJIFILM Wako Pure Chemical Corporation (Osaka, Japan). Anti-GAPDH Abs was purchased from Novus biological (Centennial, CO). Anti-GPX4 Abs was purchased from Proteintech (Rosemont, IL).

### 2.2 Cell culture

Human melanoma cell line, A375 cells, G361 cells and Malme-3M cells, human keratinocyte cell line, HaCaT cells and murine melanoma cell line, B16F10 cells were obtained from ATCC and cultured in Dulbecco's Modified Eagle Medium (DMEM; Sigma-Aldrich Co., St. Louis, MO) contained 10 % fetal bovine serum (FBS; Cosmo Bio Co., Tokyo, Japan) at 37 °C in humidified 5 % CO_2_/95 % air atmosphere.

### 2.3 Wound-healing assay

A375 cells were seeded into the wells of 24-well plates. 12 h after seeding, a scratch per well using a 200 μl pipette tip was made and a picture of the scratched area was taken. After that, the A375 cells were cultured with OLO or OZO-containing DMEM medium. 18 h later, a picture of the scratched area was again taken, and proportion of the uncovered area was measured using Image J (NIH, Bethesda, MD).

### 2.4 Proliferation assay

Cells were seeded on 96-well plates and were treated with the OLO and OZO. One or 2 days later, the cells were incubated with WST-8 (DOJINDO, Kumamoto, Japan) for 90 min at 37 °C and cell proliferation was monitored by micro plate reader.

### 2.5 Detection of lipid peroxides

Cells were cultured in 24-well plate. Twenty-four h after seeding, the cells were treated with 0.01 % OLO or OZO for 18 h. The cells were washed twice with Hank's Balanced Salt Solution (HBSS; FUJIFILM Wako Pure Chemical Corporation) and then incubated with 1 μM liperfluo-containing HBSS for 30 min at 37 °C. After that, cells were washed twice with HBSS, and fluorescence signal was observed by ZOE Fluorescent Cell Imager (Bio-Rad Laboratories, Inc., Hercules, CA). Lipid peroxidation was also monitored by flow cytometry, and mean fluorescence intensity was calculated.

### 2.6 Immunoblotting

Immunoblotting analysis was performed as described previously [12]. Densitometric analysis was performed using Image J software. Regions of interest (ROIs) corresponding to each band were delineated using the Rectangle tool. Background subtraction was performed in the plot lane by drawing a straight line across non-band regions with Straight line tool. Band intensities were then quantified by measuring the area under the valley profile using the Wand tool. Resulting values were normalized to the signal of the loading control protein for final quantification.

### 2.7 Quantitative PCR (qPCR) analysis

RNA isolation was performed using TRIzole reagent (Sigma-Aldrich) according to manufacturer's instructions. An equal amount of total RNA (1 μg) was used for generation of cDNAs using ReverTra Ace (TOYOBO, Osaka, Japan) according to manufacturer's instructions. qPCR analysis was performed using KAPA SYBR FAST qPCR Master Mix (NIPPON genetics Co, Ltd, Tokyo, Japan) for detection of gene expression. PCR primer sequences are shown in Table 1.

**Table 1:** Sequences of PCR primer sets.

*ACTB*	Sense	CCAACCGCGAGAAGATGA
*ACTB*	Antisense	CCAGAGGCGTACAGGGATAG
*FTH1*	Sense	GAGTGACAAGCCTGTAGCCCATGTTGTAGC
*FTH1*	Antisense	GGCAATGATGATCCCAAAGTAGACCTGCCC
*FTL*	Sense	ACTACCACCAGGACTCAGAGG
*FTL*	Antisense	AGTCATCACAGTCTGGTTTCTTGA
*GCLM*	Sense	CGCACAGCGAGGAGGAGTTT
*GCLM*	Antisense	AATCCAGCTGTGCAACTCCAA
*GCLC*	Sense	ACTGCTCACCAGAGTGATCC
*GCLC*	Antisense	CCACTGCATTGCCACCTTTG
*HMOX1*	Sense	GCTCTGGTCCTTGGTGTCAT
*HMOX1*	Antisense	CTTCTTCACCTTCCCCAACA
*SLC7A11*	Sense	TGTGTGGGGTCCTGTCACTA
*SLC7A11*	Antisense	CAGTAGCTGCAGGGCGTATT
*GPX4*	Sense	AGAGATCAAAGAGTTCGCCGC
*GPX4*	Antisense	TCTTCATCCACTTCCACAGCG
*SQSTM1*	Sense	GAGATTCGCCGCTTCAGCTT
*SQSTM1*	Antisense	GGAAAAGGCAACCAAGTCCC
*Actb*	Sense	TGACAGGATGCAGAAGGAGA
*Actb*	Antisense	CGCTCAGGAGGAGCAATG
*Hmox1*	Sense	TTGGTGGCCTCCTTCAAGG
*Hmox1*	Antisense	GTGATGGAGCGTCCACAGC
*Gclm*	Sense	CCCCGATTTAGTCAGGGAGT
*Gclm*	Antisense	TCTTCAATCGGAGGCGAAGC
*Gclc*	Sense	AAGGACGTGCTCAAGTGGG
*Gclc*	Antisense	CAGAGGGTCGGATGGTTGGG
*Fth1*	Sense	CATCAACCGCCAGATCAACC
*Fth1*	Antisense	GTCATCACGGTCTGGTTTCTTTAT
*Ftl1*	Sense	GCGGACCCTCATCTCTGTGA
*Ftl1*	Antisense	GAGCCCCTTGGAAGGTACAG
*Sqstm1*	Sense	GGGACAGCCAGAGGAACAGA
*Sqstm1*	Antisense	GGAGAGGGACTCAATCAGCC

### 2.8 RNA-sequencing (RNA-seq) library construction, library sequencing and data analysis

Total RNA was extracted from A375 and B16F10 cells by using TRIzol reagent. Library preparation, sequencing and FASTQ file generation were outsourced to Azenta Japan Corp. (Tokyo, Japan). Libraries were generated using the NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs). All libraries were sequenced (2 × 150 bp) using Illumina NovaSeq 6000 (Illumina, San Diego, CA, USA). FASTQ files were aligned to the reference human genome (hg38) or reference mouse genome (mm10) using HISAT2 (version 2.1.0). The StringTie algorithm (v.1.3.4d) was then used to assemble RNA-Seq alignments into annotated transcripts and estimate their expression using the UCSC annotated human genome (hg38) or mouse genome (mm10) assembly file. Subsequently, the transcript expression was normalized using the transcripts per million (TPM) algorithm. For differential expression analysis, we used feature Counts (v2.1.1+galaxy0) and limma-voom (v3.58.1+galaxy0).

### 2.9 Intracellular GSH/GSSG measurement

Intracellular GSH/GSSG ratio was measured by using GSH/GSSG quantification kit (DOJINDO) according to the manufacturer's protocol. Cells were seeded on 6 cm dishes one day before treatment. After treatment with OLO or OZO, the cells were collected by trypsinization. Intracellular total glutathione isolation of cell pellets was performed by using 1 % sulfosalicylic acid (SSA)/PBS solution.

### 2.10 Statistical analysis

Statistical analysis was performed by using GraphPad prism (v6.0.2). To determine statical significance between two groups, we used Welch's *t*-test. To determine statical significance between three or more groups, One-way analysis of variance (ANOVA) followed by Tukey's multiple-comparisons test was used. Data are presented as mean + or ± SEM, and differences were considered significant at p < 0.05.

## 3 Results

### 3.1 OZO inhibits cell migration and proliferation in melanoma cells

To evaluate the effect of OZO on melanoma cell migration, we conducted an *in vitro* wound-healing assay. Confluent A375 cell were scratched and then treated with OLO or OZO, or vehicle control (DMSO). Control groups (untreated (−) and DMSO-treated) and OLO-treated A375 cells showed nearly complete wound closure (Fig. 1A, left and middle panels). In contrast, OZO treatment significantly inhibited the migration of A375 cells, as shown by the larger remaining scratch area (Fig. 1A, right panels, and 1B).

**Fig. 1:**
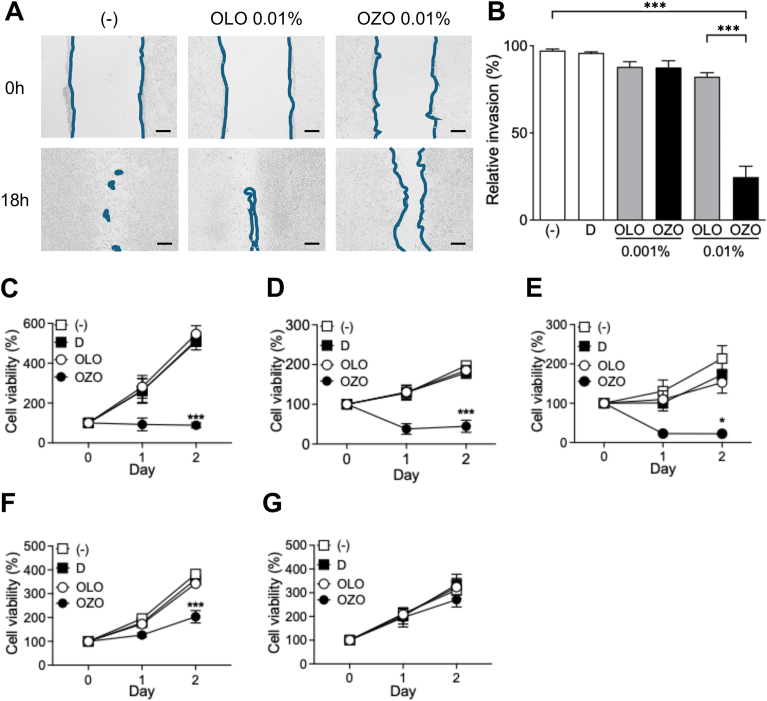
Ozonated olive oil has ability to inhibit cell migration and proliferation in melanoma cells (A) Seeded A375 cells were scratched (top panels) and incubated with or without 0.001 % or 0.01 % OZO or OLO for 18 h (bottom panels). Blue lines are shown as borders of seeded cells. The images are representative of 3 independent experiments (n = 3). Scale bars, 200 μm. (B) Proportion of invasion areas in OZO-treated and OLO-treated A375 cells are shown. Data were shown mean + SEM of 3 independent experiments. (C–G) Cell viability of A375 (C), G361 (D), Malme-3M (E), B16F10 (F) and HaCaT (G) cells in the presence of 0.01 % OZO (filled circles) or OLO (open circles). Data were shown mean + SEM of 3 independent experiments (n = 3). Statistical analysis performed by Tukey's multiple comparison test. ∗; p < 0.05, ∗∗∗; p < 0.001 (vs OLO). (−): no addition, D: DMSO-treated.

Next, we investigated whether OZO also inhibits the proliferation of human and murine melanoma cells. Treatment with 0.01 % OZO significantly suppressed the proliferation of multiple human (A375, G361, Malme-3M) and murine (B16F10) melanoma cell lines, compared to 0.01 % OLO-treatment (Fig. 1C–F). To determine if this effect was specific to cancer cells, we examined that the same assay on normal human keratinocytes (HaCaT) cell line. Notably, OZO did not affect the proliferation of HaCaT cells (Fig. 1G). Taken together, these results indicate that OZO suppresses the migration and proliferation of melanoma cells.

### 3.2 OZO induces a ferroptotic gene expression in melanoma cells

To elucidate the molecular mechanism underlying the anti-proliferative effect of OZO, we first conducted a comprehensive transcriptomic analysis using RNA-sequencing (RNA-seq) on human melanoma A375 cells. This unbiased approach reveals a substantial shift in the gene expression landscape, identifying 1984 differentially expressed genes (DEGs), with 1121 upregulated and 863 downregulated in OZO-treated A375 cells compared to the OLO control (Fig. 2A and B). To understand the biological significance of these changes, we performed pathway enrichment analysis. Notably, KEGG [13] pathway analysis pointed to ferroptosis as one of the most significantly enriched pathways among the DEGs (Fig. 2C), suggesting its potential role in OZO's mechanism of action. A closer inspection of genes within this pathway highlighted the significant upregulation of key ferroptosis regulator, including *GCLM, HMOX1, FTL*, and *SQSTM1* (Fig. 2D). We validated these critical findings via RT-qPCR, which confirmed a robust increase in the mRNA levels of these markers in A375 cells (Fig. 2E). This ferroptotic response was not limited to a single cell line, as a similar upregulation pattern was reproduced in another human melanoma cell line, Malme-3M (Fig. 2F).

**Fig. 2:**
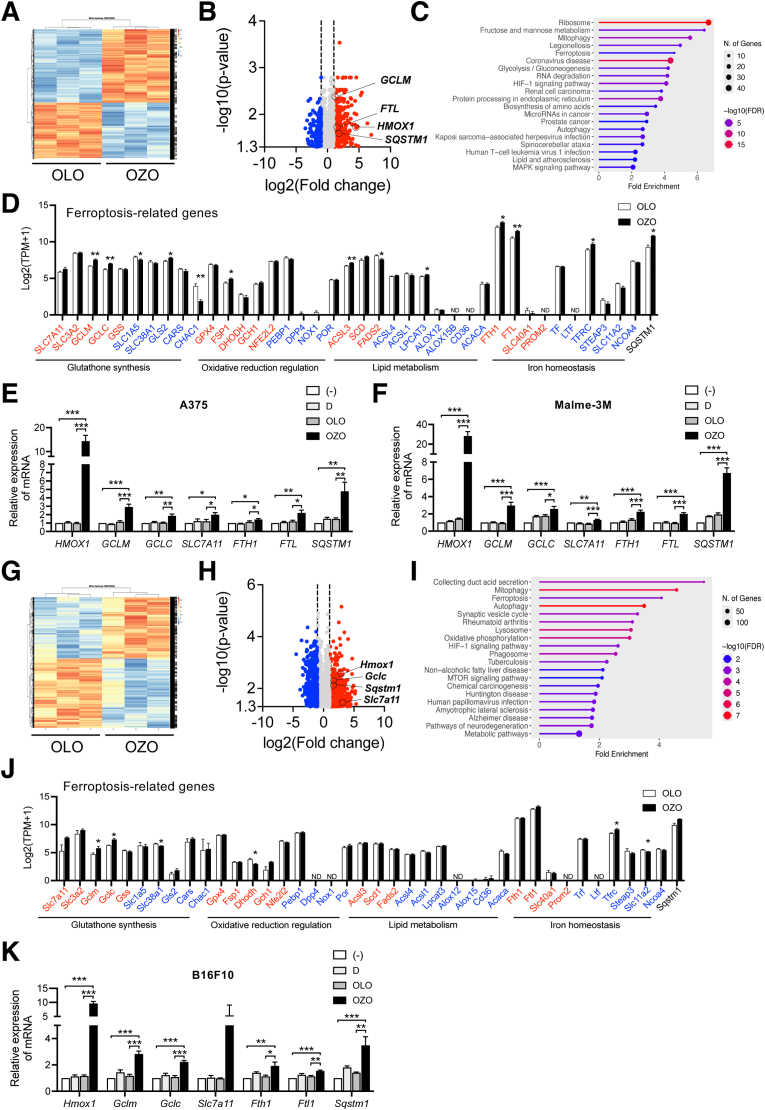
Gene expression analysis in human and murine melanoma cells (A-C) Heatmap image (A) Volcano plot (B) and KEGG pathway enrichment analysis (C) of A375 cells in the presence of 0.01 % OZO or OLO (n = 3) by comprehensive gene expression analysis. (D) Transcriptomic analysis of ferroptosis-related gene mRNA expression changes in A375 cells Data were shown as mean + SEM of 3 independent experiments (n = 3). Statistical analysis was performed by Welch's *t*-test. Red: ferroptosis inhibition-related genes, Blue: ferroptosis induction-related genes. (E, F) Expression of ferroptosis-related gene in A375 (E) and Malme-3M (F) cells at 6 h after treatment with 0.01 % OZO or 0.01 % OLO. Data were shown mean + SEM of 4 independent experiments (n = 4). Statistical analysis was performed by Tukey's multiple comparison test. (G–I) Heatmap image (G) Volcano plot (H) and KEGG pathway enrichment analysis (I) of B16F10 cells in the presence of 0.01 % OZO or OLO (n = 3) by comprehensive gene expression analysis. (J) transcriptomic analysis of ferroptosis-related gene expression in B16F10 cells Data were shown as mean + SEM of 3 independent experiments (n = 3). Statistical analysis was performed by Welch's *t*-test. Red: ferroptosis inhibition-related genes, Blue: ferroptosis induction-related genes. (K) Expression of ferroptosis-related genes in B16F10 cells at 6h after treatment with 0.01 % OZO or 0.01 % OLO. Data were shown mean + SEM of 4 independent experiments (n = 4). Statistical significance by Tukey's multiple comparison test. ∗; p < 0.05, ∗∗; p < 0.01, ∗∗∗; p < 0.001. (−): no addition, D: DMSO-treated.

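Of the 41 genes shown in Fig. 2J or named with it, 40 had reads. Their unadjusted limma-voom p-value was under 0.05 for 11 genes, of which 10 were higher and 1 was lower in OZO-treated cells. None of the 41 genes had an adjusted p-value under 0.05 over all genes tested, and 0 did so when adjusted over the list alone, a list that the study chose. Dhodh was the gene that fell, with a log2 fold change of -0.75 in the authors' deposited table and a recovered 95% confidence interval from -1.15 to -0.36. Tfrc rose by 0.89 on the log2 scale and Gch1 by 1.78 in the authors' deposited table, and their intervals, 0.37 to 1.42 and 0.43 to 3.13, both lay above 0. Smaller rises of Acsl3 (0.53), Lpcat3 (0.29), Fth1 (0.31) and Ftl1 (0.59) in the authors' deposited table also had intervals above 0, and reads of Ftl1 could be shared with its pseudogenes. Other annotated genes overlap Acsl3, Gch1, Gclm and Ftl1 on the same strand, and Lpcat3 on the opposite strand, so these counts are less certain. Gclm rose by 1.47 in the authors' deposited table, but its interval reached -0.01. Gpx4, with a log2 fold change of 0.23 in the authors' deposited table, had an interval from -0.02 to 0.49. The change of Chac1, 0.59 in the authors' deposited table, had an interval from -4.85 to 6.02 and so could not be told from 0. Prom2 had no reads in any library.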

Building on these findings, we next sought to investigate whether this ferroptotic mechanism by OZO is conserved across species. To this end, we performed a parallel RNA-seq analysis on the murine melanoma cell line, B16F10. 

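B16F10 is an established line of mouse melanoma cells. RNA was sequenced from 3 cultures treated with 0.01% OZO, olive oil that had been exposed to ozone, and from 3 cultures treated with 0.01% OLO, the same kind of oil without ozone, each for 6 h. According to the methods, reads were aligned to the mouse genome (mm10), counted per gene with featureCounts and compared with limma-voom, which turns counts into log2 CPM, the counts scaled to a common library size, and weights them by their precision. The values analysed here are the result of that comparison, with a log2 fold change, an average log2 expression, a moderated statistic and a p-value for each of 27179 genes. Values of single libraries were not analysed here, so the spread between the cultures enters only through the standard error of each gene, computed as the log2 fold change divided by the moderated statistic. The degrees of freedom recovered from the statistic and its p-value were between 4.93 and 5.13, of which 4 come from the 6 libraries. No read was counted in any library for 6025 of the genes, which share the lowest average expression. From that shared value and the 0.5 reads that voom adds to every count, the geometric mean of the scaled library sizes was 19641946 reads, so that 1 CPM stood for 19.6 reads. Read totals of each library cannot be recovered from this average. Among 4855 genes with very few reads, the average expression matched whole numbers of reads in 100% of cases. Adjusted p-values recomputed by the Benjamini-Hochberg method over the 27179 genes differed from those in the authors' deposited table by at most 5.22e-14.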

The transcriptome of OZO-treated B16F10 cells also underwent extensive reprogramming, with 3557 DEGs identified (1665 upregulated, 1892 downregulated) (Fig. 2G and H). 

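With an unadjusted p-value under 0.05 and a change of at least 2-fold, the lines drawn in Fig. 2H, the authors' deposited table held 676 genes higher and 692 genes lower in OZO-treated than in OLO-treated cells. Without the fold limit, 3624 genes had an unadjusted p-value under 0.05, and 1699 of them were higher. By chance, 1359 would be expected over the 27179 genes, or 1058 over the 21154 genes with reads. Among genes with a symbol, 1664 were higher and 1891 lower without the fold limit, which nearly equals the paper's 1665 and 1892. That setting was chosen after the values had been seen. No gene had an adjusted p-value under 0.05 in the authors' deposited table, where the smallest limma-voom value after Benjamini-Hochberg adjustment was 0.11 and was shared by 44 genes. Depth differed widely among the genes past both limits. Of the 676 higher genes, 434 averaged under 1 CPM, as did 252 of the 692 lower genes. Among the 11878 genes with at least 1 CPM on average, 242 were higher and 440 lower, and the smallest limma-voom adjusted p-value recomputed over these genes was 0.0682. This limit on expression was chosen after the values had been seen, and the split moved from 49.4% to 35.5% higher. A 3-fold limit left 433 higher and 286 lower genes. From its own count of DEGs the paper states that the transcriptome of these cells was extensively reprogrammed.

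**Figure D1:**
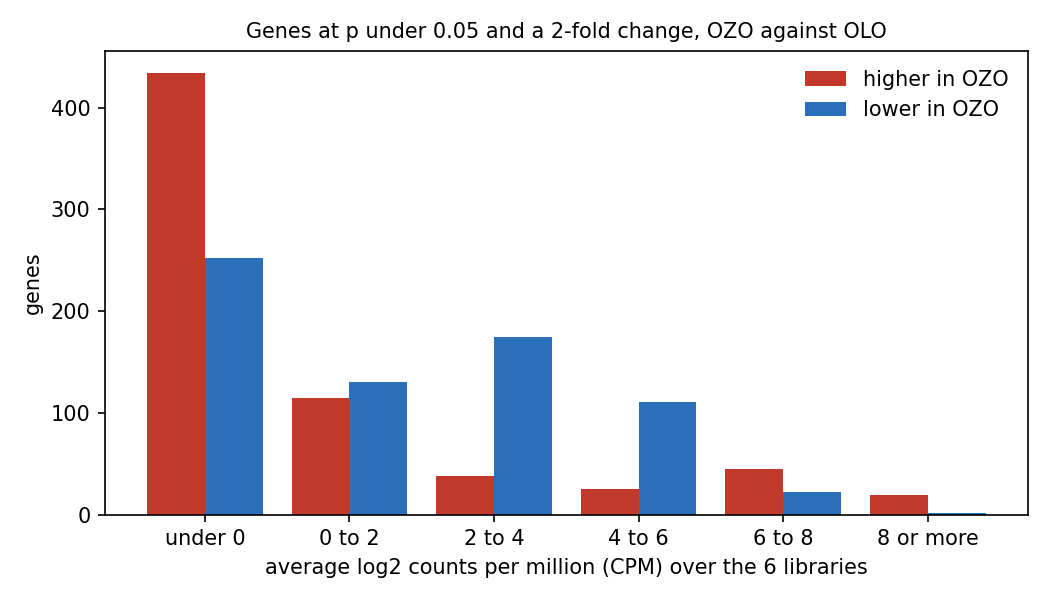
Number of genes (vertical axis) higher (red) or lower (blue) in OZO-treated B16F10 cells at an unadjusted p-value under 0.05 and at least a 2-fold change, by average log2 CPM (horizontal axis). Genes under 0 on this scale hold 434 higher and 252 lower genes, and genes from 2 to 4 hold 38 higher and 175 lower genes.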

Corroborating our observations in human melanoma cells, KEGG pathway enrichment analysis of upregulated DEGs in the murine cells again revealed a significant enrichment for the ferroptosis pathway (Fig. 2I). This conservation was evident at the individual gene level, with key ferroptosis-regulating genes such as *Hmox1*, *Gclc*, *Slc7a11 and Sqstm1* being markedly upregulated (Fig. 2J). 

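Pathway terms were not analysed here, and the enrichment was examined through the 41 ferroptosis-related genes that the study shows in Fig. 2J or names in the text. At an unadjusted p-value under 0.05 and at least a 2-fold rise, 5 of the 41 genes (12.2%) were among the higher genes. Of the 27138 other genes, 671 (2.47%) were higher (Fisher's exact test, one-sided, p = 0.00335). Enrichment was taken over the share among all 27179 genes, list included, and was 4.90-fold. The 5 genes were Hmox1, Slc7a11, Gch1, Gclc and Sqstm1. With the background limited to the 21154 genes with at least 1 read, the enrichment was 3.91-fold (Fisher's exact test, one-sided, p = 0.00857). With genes of at least 1 CPM on average, 5 of 34 list genes and 237 of 11844 others were higher. The enrichment over all 11878 such genes was 7.22-fold (Fisher's exact test, one-sided, p = 0.000578). This limit was chosen after the values had been seen. With this limit and no fold limit, also chosen afterwards, 10 of 34 list genes and 1186 of 11844 others were higher. The enrichment over the 11878 genes was then 2.92-fold (Fisher's exact test, one-sided, p = 0.00141). The median log2 fold change of the 41 genes was 0.29, whereas 95% of 10000 random lists matched on average expression had a median from -0.07 to 0.18. A share of 0.0002 of such lists reached as high a median. The 17 genes that Fig. 2J marks as inhibiting ferroptosis had a median log2 fold change of 0.28, and the 22 marked as inducing it also had 0.28. At an unadjusted limma-voom p-value under 0.05, 6 of the 17 were higher and 1 was lower. A share of 0.0149 of matched lists held as many higher genes. Of the 22, 2 were higher and 0 lower, and 0.744 of matched lists held as many higher genes. Because the study chose these genes, the comparison describes its list and is not independent of it. The paper reads the enrichment of the ferroptosis pathway among upregulated DEGs as shared with human melanoma cells.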

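Hmox1, which encodes heme oxygenase 1, lies on chromosome 8 of GRCm38 (the mm10 build) from 75093621 to 75100589 on the plus strand. Its log2 fold change in the authors' deposited table was 2.79, with an unadjusted p-value of 0.00287 and a limma-voom adjusted p-value of 0.19. Dividing by the moderated statistic gave a standard error of 0.51 and a 95% confidence interval from 1.48 to 4.11 on the log2 scale, and the gene averaged 243 CPM. Slc7a11, the cystine transporter, lies on chromosome 3 from 49892526 to 50443614, and the authors' deposited table gave a log2 fold change of 2.62 with an unadjusted p-value of 0.0347 and a limma-voom adjusted p-value of 0.331. Its 95% confidence interval, from 0.28 to 4.97, was the widest of the 4 genes, and 5 other annotated genes overlap its span. Gclc, a subunit of glutamate-cysteine ligase, lies on chromosome 9 from 77754535 to 77794485. In the authors' deposited table its log2 fold change was 1.27, with an unadjusted p-value of 0.00612 and a limma-voom adjusted p-value of 0.227, and the recovered interval ran from 0.56 to 1.99. Sqstm1, which encodes the autophagy receptor p62, lies on chromosome 11 from 50199366 to 50210827 and overlaps Mrnip on the opposite strand. It had a log2 fold change of 1.24 and a limma-voom adjusted p-value of 0.227 in the authors' deposited table, and its interval ran from 0.55 to 1.94. The intervals of all 4 genes lay above 0 before adjustment for the number of genes tested, and overlapped each other. Adjusted over the genes with at least 1 read, the limma-voom adjusted p-value of Hmox1 was 0.148, and over the genes with at least 1 CPM it was 0.12.

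**Figure D2:**
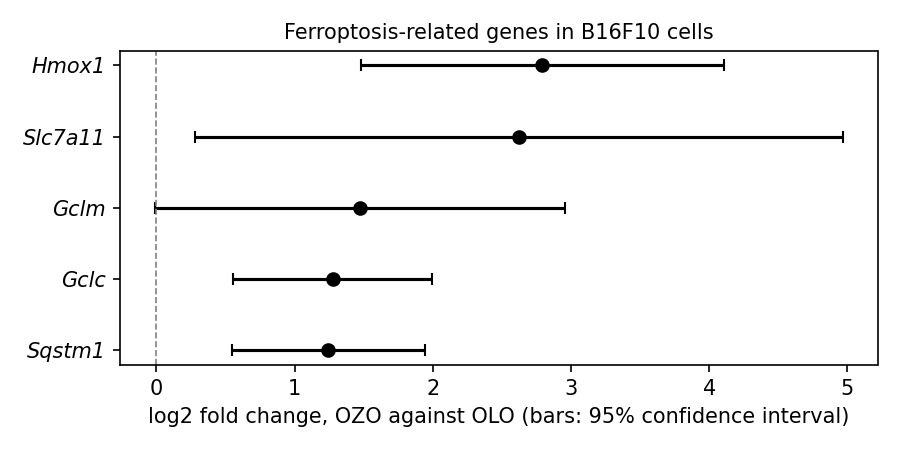
Log2 fold change of OZO-treated against OLO-treated B16F10 cells (horizontal axis) for Hmox1, Slc7a11, Gclm, Gclc and Sqstm1, with 95% confidence intervals that are not adjusted for the number of genes tested. The interval of Gclm, from -0.01 to 2.95, is the only one of the 5 that reaches below 0.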

Subsequent RT-qPCR analysis provided further validation, confirming a significant increase in the expression of ferroptosis-related genes, including *Hmox1, Gclm, Gclc, Fth1, Ftl1 and Sqstm1* (Fig. 2K). Taken together, these results demonstrate that OZO induces expression of ferroptosis-related genes in both human and murine melanoma cells, indicating a conserved mechanism of action.

### 3.3 OZO treatment elicits the canonical biochemical hallmarks of ferroptosis

Having established that OZO induces a ferroptotic gene signature, we next investigated whether this translates to the core biochemical event of ferroptosis. This process is initiated by the depletion of intracellular glutathione (GSH), which cripples the cell's antioxidant defenses and leads to the accumulation of lipid peroxides [14]. Accordingly, we found that OZO treatment caused a significant depletion of GSH in melanoma cells, an effect not observed in non-cancerous HaCaT keratinocytes, highlighting a cancer-cell specific action (Fig. 3A). Consistent with GSH depletion, OZO also triggered a significant increase in lipid peroxidation, a key executioner of ferroptotic cell death, across multiple melanoma cell lines, including A375, G361 and Malme-3M (Fig. 3B–D).

**Fig. 3:**
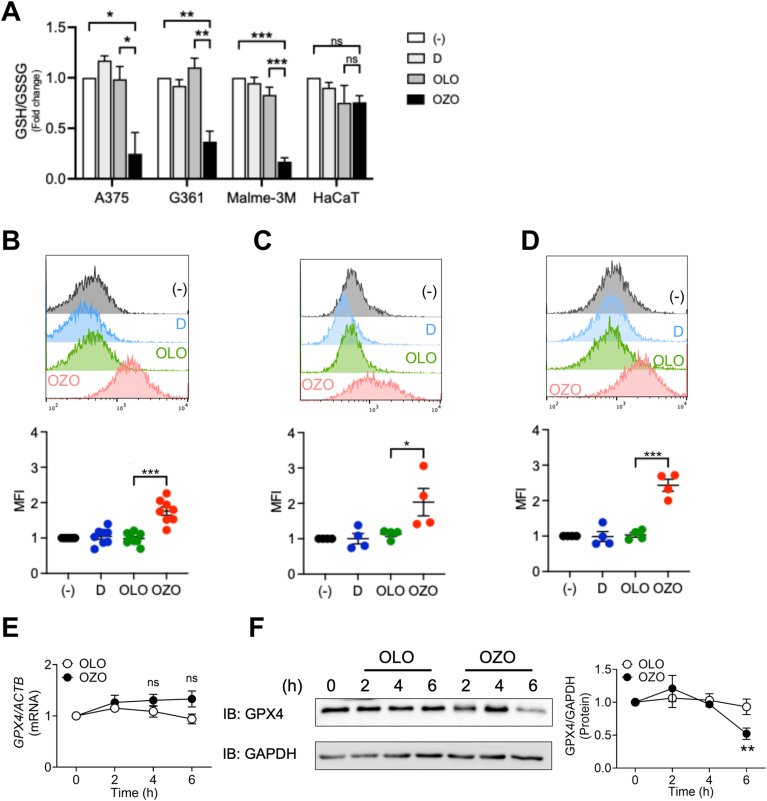
Ozonated olive oil induces ferroptosis in melanoma cells (A) Level of intracellular GSH and GSSG ratio in A375, G361, Malme-3M and HaCaT cells treated with or without 0.01 % OLO or 0.01 % OZO for 6h. Data was shown mean + SEM of 3 independent experiments (n = 3). (B–D) Levels of lipid peroxidation in A375 (B), G361 (C) and Malme-3M (D) cells treated with or without 0.01 % OZO- or 0.01 % OLO analyzed by flowcytometric analysis. (Upper panel) The images are representative of individual independent experiments. (Lower panel) The graphs are shown that measured Geometric MFI from 8 (A375), and 4 (other) independent experiments. Statistical significance by Tukey's multiple comparison test. ∗; p < 0.05, ∗∗∗; p < 0.001. (−): no addition, D: DMSO-treated. (E–F) Expression of GPX4 mRNA and protein in A375 at 0–6h after treatment with 0.01 % OLO or 0.01 % OZO. (E) The graph is shown that fold change of GPX4 mRNA levels. Data was shown mean + SEM of 5 independent experiments (n = 5). (F). Data are representative of 5 independent experiments. (F, right panel) The graph is shown that measured GPX4 and GAPDH protein ratio by Image J from 5 independent experiments (n = 5). Statistical significance by Tukey's multiple comparison test. ns; not significant, ∗∗; p < 0.01 (vs OLO).

Given that the selenoenzyme Glutathione peroxidase 4 (GPX4) is a key regulator of lipid hydroperoxide detoxification [[15], [16], [17]], we next examined its status. While OZO treatment did not affect GPX4 mRNA levels (Fig. 3E), Western blot analysis revealed a marked reduction in GPX4 protein levels in A375 cells (Fig. 3F). This discrepancy suggests a post-transcriptional mechanism of GPX4 downregulation. Taken together, these results demonstrate that OZO triggers ferroptosis through a dual mechanism: depleting the substrate GSH and downregulating the key enzyme GPX4. This two-pronged attack effectively dismantles the cell's primary defense against lipid peroxidation, leading to its lethal accumulation.

### 3.4 OZO-induced cell death is rescued by ferroptosis inhibitors and modulated by iron

Our preceding data showed that OZO induces multiple hallmarks of ferroptosis in melanoma cells (Fig. 2, Fig. 3). To confirm that ferroptosis is the primary mechanism of melanoma cell death, we performed rescue experiments using established ferroptosis inhibitors [5,18]. Co-treatment with the lipid ROS scavengers ferrostatin-1 (Fer-1) or α-tocopherol (α-Toco) significantly reversed the anti-proliferative effect of OZO in A375 cells (Fig. 4A–B). This rescue effect was consistently observed with Fer-1 in other human and murine melanoma cell lines (Fig. 4C–E).

**Fig. 4:**
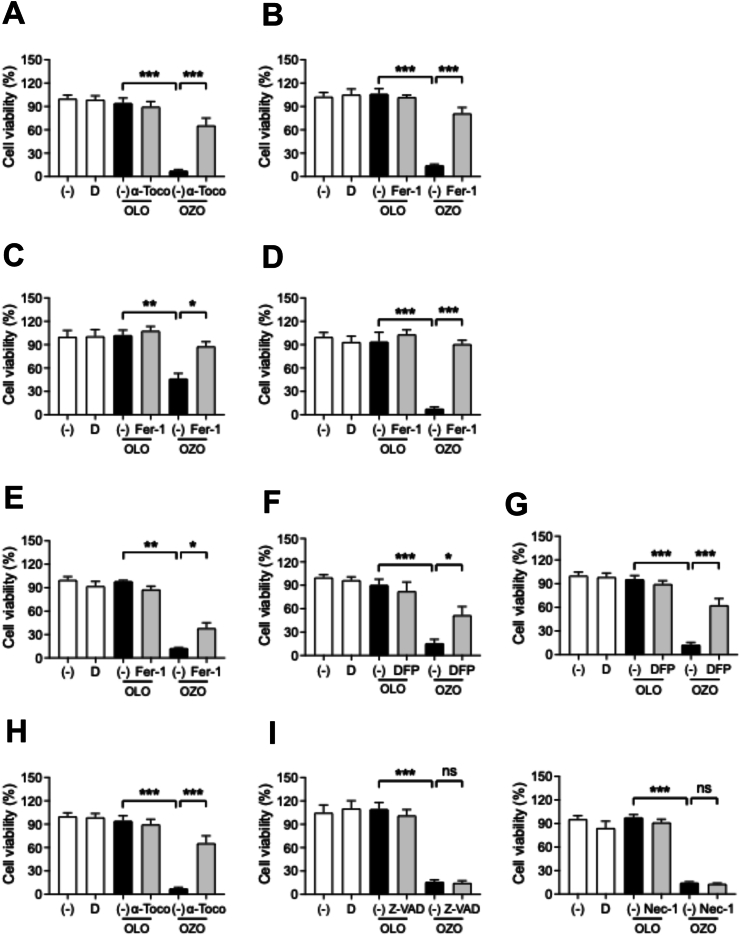
Ferroptosis inhibitors but not apoptosis and necroptosis inhibitor suppressed ozonated olive oil-induced melanoma cell death (A-B) Cell viability of 0.01 % OZO- or 0.01 % OLO-treated A375 cells in the presence or absence of 10 μM α-tocopherol (α-Toco) (A), 1 μM ferrostatin-1 (Fer-1) (B) Data was shown mean + SEM 4 of individual independent experiments (n = 4). ∗∗∗; p < 0.001 by Tukey's multiple comparison test. (C–E) Cell viability of 0.01 % OZO- or 0.01 % OLO-treated G361 (C), Malme-3M (D) and B16F10 (E) cells in the presence or absence of ferrostatin-1 (Fer-1). (F, G) Proliferation of 0.01 % OZO- or OLO-treated A375 (F) and Malme-3M (G) cells in the absence or presence of 100 μM deferiprone (DFP). Data was shown mean + SEM of 4 individual independent experiments (n = 4). (H) Proliferation of 0.003 % OZO- or OLO-treated A375 cell in the absence or presence of 100 μM FeSO_4_. Data was shown mean + SEM of 3 individual independent experiments (n = 3). (I) Proliferation of 0.01 % OZO- or OLO-treated A375 cells in the absence or presence of 10 μM Z-VAD (left panel) or 1 μM necrostatin-1 (Nec-1, right panel). Data was shown mean + SEM of 4 individual independent experiments (n = 4). Statistical significance by Tukey's multiple comparison test. ns; not significant, ∗; p < 0.05, ∗∗; p < 0.01, ∗∗∗; p < 0.001. (−): no addition, D: DMSO-treated.

A defining characteristic of ferroptosis is its strict dependence on intracellular labile iron [19,20]. We therefore sought to confirm this by manipulating iron availability. Pre-treatment with the iron chelator deferiprone (DFP) effectively sequestered intracellular iron and, as a result conferred significant protection against OZO-induced cell death in both A375 and Malme-3M cells (Fig. 4F and G). Conversely, supplementing cells with ferrous sulfate (FeSO_4_) to increase the labile iron pool dramatically sensitized them to OZO, potentiating cell death even at a previously non-toxic concentration (Fig. 4H). These opposing outcomes from iron chelation and supplementation provide unequivocal evidence that OZO's cytotoxicity is directly modulated by iron-dependent Fenton reaction.

Finally, to establish the specificity of the ferroptotic pathway, we investigated the potential involvement of other programmed cell death mechanisms. Co-treatment with pan-caspase inhibitor Z-VAD (apoptosis inhibitor) or the necroptosis inhibitor necrostatin-1failed to provide any protective effect against OZO-induced lethality (Fig. 4I). Taken together, these findings provide compelling evidence that OZO specifically triggers iron-dependent ferroptosis to suppress melanoma cell survival.

## 4 Discussion

In this study, we elucidate a novel mechanism for the anti-melanoma activity of OZO, demonstrating that it suppresses cell proliferation by inducing ferroptosis. This conclusion is supported by a comprehensive set of evidence: OZO treatment not only altered the expression of key ferroptosis-related genes but also caused a significant accumulation of lipid peroxidation. Crucially, the cytotoxic effects of OZO were completely rescued by treatment with specific ferroptosis inhibitors. Taken together, our findings establish OZO as a potent inducer of ferroptosis and highlight its potential as a promising therapeutic agent for melanoma.

Targeting the ferroptosis has emerged as a promising therapeutic strategy in oncology. For instance, the canonical ferroptosis inducer (FIN), Erastin, has been shown to deplete GSH, increased lipid peroxidation, and suppresses tumor growth in a mouse model of diffuse large B cell lymphoma [21]. Furthermore, the clinically approved multi-kinase inhibitor sorafenib, used for advanced hepatocellular carcinoma, exerts its anti-cancer effects partly by triggering ferroptosis-mediated tumor cell death. Notably, resistant to sorafenib has been associated with the downregulation of SLC27A5, a gene crucial for fatty acid metabolism whose deficiency impairs the execution of ferroptosis [22,23].

A major clinical challenge in melanoma metastasis, which is the primary driver of patient mortality [24]. It is well-established that metastatic melanoma cells endure heightened oxidative stress. To survive this hostile environment, they become heavily reliant on antioxidant defense system, such as to enhance NADPH production and GSH regeneration to maintain redox homeostasis [25,26]. This dependency creates a key therapeutic vulnerability, making them particularly susceptible to agents that disrupt these defenses [27]. Our findings align with this concept. In this study, we have demonstrated that OZO potently triggers ferroptosis by disrupting GSH-GPX4 axis, the very system that metastatic cells rely on for survival. These findings suggest that OZO holds significant promise not only for treating primary tumours but also as a potent agent for inhibiting melanoma metastasis.

While GPX4 mRNA level remained unchanged, we observed a statistically significant decrease in GPX4 protein levels, suggesting the involvement of prost-transcriptional regulatory mechanisms. Recent studies have reported that autophagy can mediate GPX4 degradation and thereby promote ferroptosis [28]. Given that OZO is a complex oxidizing agent, it is plausible that OZO might trigger an autophagy-dependent pathway leading to GPX4 degradation. Therefore, future study investigating the interplay between OZO-induced autophagy and GPX4 protein stability are essential to precisely delineate the molecular mechanisms driving ferroptosis in melanoma cells.

Combining ferroptosis induction with established cancer therapies like immunotherapy and chemotherapy has recently been demonstrated [29]. In melanoma, long-term BRAF inhibitor treatment or acquired resistance increased sensitivity to ferroptosis, as seen with erastin and RSL3 treatments [30]. Additionally, inducing ferroptosis by depleting cysteine, methionine restriction, or targeting SLC7A11 and GPX4 enhances immunotherapy efficacy in xenograft mouse models [4,21,31]. In this context, our study demonstrates that OZO treatment induces a activation of the NRF2 antioxidant pathway. This is consistent with the action of other ferroptosis inducers, suggesting it represents a general adaptive response of melanoma cells to the inherent oxidative stress of ferroptosis. 

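In the B16F10 cells of the RNA-seq experiment, 25 genes listed as NRF2 targets before the data were examined had a median log2 fold change of 0.50 in OZO-treated against OLO-treated cells, and 24 of them were higher. Of 10000 random lists matched on average expression, 95% had a median from -0.08 to 0.23, and none reached 0.50, which gives a share of 1e-04, the smallest these lists can give. With a limma-voom p-value under 0.05 before adjustment, 10 of the 25 genes were higher and 0 were lower, and 5, all of them higher, had an adjusted p-value under 0.05 when adjusted over the list alone, against 0 over all genes tested. Of the 25 genes, 7 are also among those the study shows in Fig. 2J or names with it. Outside Fig. 2J, Srxn1 rose by 1.83 and Osgin1 by 1.57 on the log2 scale in the authors' deposited table, with recovered 95% confidence intervals from 0.72 to 2.93 and from 0.25 to 2.88. Nqo1 did not share this rise, with a log2 fold change of -0.10 in the authors' deposited table and an interval from -0.54 to 0.34.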

While this NRF2 activation provides a pro-survival signal, it is ultimately insufficient to counteract the potent pro-ferroptotic effect of OZO. Combining OZO with an NRF2 inhibitor could represent a rational strategy to synergistically enhance its anti-tumour efficacy by dismantling the cell's primary defense system against oxidative insults.

While this study demonstrates the potent ferroptosis-inducing activity of OZO, a key limitation is that OZO is a complex mixture, and the specific active component has not yet been identified. Based on the chemical nature of OZO, we hypothesize that the ozonide functional group is the primary driver of this effect likely by initiating lipid peroxide. Therefore, a crucial next step is to validate this hypothesis by determining if a purified, single-component lipid ozonide [32] can recapitulate the anti-melanoma effects observed with OZO. Such studies would also allow for a more detailed mechanistic exploration, providing a strong rationale for combining this targeted approach with existing therapies, like immunotherapy, to enhance treatment outcomes for melanoma patients.

## CRediT authorship contribution statement

**Seong-Jin An:** Writing – original draft, Visualization, Investigation. **Jun-Ichi Kashiwakura:** Writing – review & editing, Writing – original draft, Visualization, Investigation. **Akira Katsuyama:** Investigation. **Sumihito Togi:** Investigation. **Yuichi Kitai:** Supervision. **Ryuta Muromoto:** Supervision. **Toshiaki Miura:** Writing – review & editing, Writing – original draft, Supervision. **Satoshi Ichikawa:** Supervision. **Tadashi Matsuda:** Writing – review & editing, Writing – original draft, Visualization, Supervision.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Figures and Tables

**Fig. S1:**
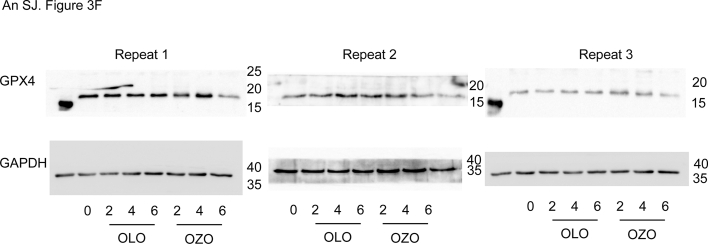

## Data Availability

The microarray data presented in this article have been submitted to the Gene Expression Omnibus under accession number GSE306902 and GSE306903. The other data supporting the findings of this study are available within the paper or can be obtained from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

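RNA of B16F10 mouse melanoma cells was sequenced after 6 h with 0.01% OZO (3 cultures) or 0.01% OLO (3 cultures). According to the methods, the authors aligned the reads to mm10 with HISAT2 (version 2.1.0), estimated transcript expression with StringTie (v1.3.4d), normalized it as TPM, and used featureCounts (v2.1.1) and limma-voom (v3.58.1) for differential expression. The log2 fold changes, average log2 expression values, moderated statistics (a score per gene) and p-values analysed here are those the authors deposited from limma-voom, as 1 comparison of OZO against OLO for 27179 genes. The authors' p-values were given both unadjusted and adjusted by the Benjamini-Hochberg method. Strand use in counting and the settings of limma-voom are not named in the text. Counts or TPM of single libraries were not used here, so no model was fitted again, no library was left out and no other normalization was tried.

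From the deposited values, the standard error was computed as the log2 fold change over the moderated statistic, the degrees of freedom were solved from the statistic and its p-value, and 95% confidence intervals were formed from both. These intervals concern 1 gene at a time. Genes without reads were recognised by their shared lowest average expression, which through the formula of voom also gives the geometric mean of the scaled library sizes, 19641946 reads. Genes without reads had a log2 fold change of 0.023, a value that depends only on the library sizes, so these were nearly equal between the groups. The depth of each library is unknown. A gene at 1 CPM rested on 19.6 reads per library on average, and 375 of the 676 higher genes and 189 of the 692 lower genes had a geometric mean of reads plus 0.5 under 10.

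Genes were counted as higher or lower at an unadjusted p-value under 0.05 and at least a 2-fold change, the lines of Fig. 2H, and also at an adjusted p-value under 0.05. The plan made before the data were examined named other tests for tables of counts or of normalized values, and the branch for a table of the authors' comparison was followed. The median log2 fold change of a gene list was compared with 10000 random lists with as many genes in each of 25 classes of average expression. Genes are not replicates, so this describes where a list lies in these libraries. Two-sided shares were adjusted by the Benjamini-Hochberg method over 16 lists fixed before the data were examined. These were the Fig. 2J genes, the same genes split into inhibiting and inducing, the genes of Fig. 2K, and lists for NRF2 targets, ATF4 targets, heat shock, sterol synthesis, pigment, cell cycle, p53 targets, lysosome, autophagy, hypoxia, ribosome and oxidative phosphorylation. Lists of short-lived transcripts, ERK targets and YAP and TAZ targets were written after the values had been seen. The overlap of the Fig. 2J genes with the higher genes was tested by Fisher's exact test, one-sided.

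The genes named were those of Fig. 2J, Hmox1 and those of Fig. 2K, the 5 largest rises and 5 largest falls among genes with an unadjusted p-value under 0.05 (none passed when adjusted) and an average expression at or above the median, and list members with an adjusted p-value under 0.05, of which there were 0. Other genes named in the closing section were chosen after their values were seen. Positions come from GENCODE release M21 on GRCm38, in which 23906 of the 24126 Ensembl identifiers of the table were found. GC content and length were those of the longest transcript, and corrections subtracted the median log2 fold change in 50 classes of equal size.

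Alternatives were a limit to genes with reads, to the upper 75% of genes by average expression, fold limits of 1.5 and 3, and random lists without matching. Limits of 1 and of 16 CPM, no fold limit, a limit to genes with a symbol and a hypoxia list with Car9 were added after the values had been seen. The calculations were tested on simulated counts of 27179 genes. The library size was recovered to 100%. With 3 libraries per group, 95.5% of 200 changed genes and 0% of 9919 unchanged genes had an adjusted p-value under 0.05. Of 100 lists without change, 6% lay past the random lists. Simulated genes varied independently, with a spread and size of change set in advance. These shares therefore do not tell how many real changes could pass. Nor do they give the error rate for lists of genes that vary together. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, R 4.3.3 and limma 3.58.1 (for the simulated data) were used.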

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

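The paper's text discusses neither pattern below, although Fig. 2I lists HIF-1 signaling among the pathways enriched in these cells. For the hypoxia list, the tests of the largest rises and of single p-values were chosen after its values were seen. For the weakly expressed genes, the tests of counting noise, of library size, of divergent neighbours and of genes without either neighbour were chosen after their results were seen.

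Genes of the response to low oxygen rose in OZO-treated cells. The hypoxia list had a median log2 fold change of 1.89 over 19 genes, of which 17 were higher, against a range of -0.12 to 0.25 for 95% of matched random lists (share 1e-04, the smallest they can give, and 0.0004 after two-sided adjustment over 16 lists). In the authors' deposited table Bnip3 rose by 3.32, Pdk1 by 2.27, Kdm3a by 2.13, Vegfa by 2.04 and P4ha1 by 1.91, whereas Pfkfb3 fell by 0.73. These genes were chosen after their values were seen. Car9 had been listed under its human symbol and so is not among the 19 genes. It fell by 0.97 in the authors' deposited table, with an unadjusted p-value of 0.00542, and with it, added after its value was seen, the median of 20 genes was 1.71 (share 1e-04). Adjusted over the list alone, 6 of the 19 genes had an adjusted p-value under 0.05, of which 5 were higher and 1 lower, and 8 of the 20 with Car9, of which 6 were higher and 2 lower, against 0 over all genes tested. Without Car9, the 18 of the 19 genes with at least 1 CPM had a median of 1.71, and of 1.72 after correction for GC content and 1.73 after correction for transcript length. Both trends were small, since correction shifted no gene by more than 0.12 for GC content or 0.28 for length on the log2 scale. Without the 3 largest rises the median was 1.37 and stayed past the random lists. Spread between the cultures is large for this list, with a median standard error of 0.50 against 0.17 for random lists, but 9 members had an unadjusted p-value under 0.05 and were higher, which 0.0003 of matched lists reached. Only 1 of its genes is in another list. The list does not move as one, since Car9 and Pfkfb3 fell. These tests argue against GC content, length and a few genes as the whole cause. A hypothesis that stays open is that OZO acts on the oxygen-sensing pathway, and another is that oxygen in the wells differed between the treatments for reasons such as cell density. Neither was tested, because oxygen and density are not recorded in the table.

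Weakly expressed genes rose more often than they fell. Of the genes with reads but under 1 CPM, 434 were higher and 252 lower at an unadjusted p-value under 0.05 and a 2-fold change, so 63.3% were higher (95% Wilson interval 59.6% to 66.8%, which treats genes as independent). Counting noise alone would split them evenly. Genes without reads, whose value is set by the library sizes, had a log2 fold change of 0.023, against a median of 0.31 for the weakly expressed genes, which argues against a difference in library size. Among 4150 weakly expressed genes that overlap no other annotated gene, those with a well expressed neighbour upstream on the same strand within 10 kb were higher in 14.4% of 202 cases, against 6.94% expected from shuffles within classes of expression (share 0.0003 of shuffles). Those with such a neighbour facing them on the other strand were higher in 9.93% of 302 cases, against 6.22% expected (share 0.0048). With a divergent neighbour, 3.55% of 141 were higher, against 6.35% expected, so nearness to an expressed gene in general did not go with a rise. A candidate explanation for part of the pattern is that transcription ran past the ends of genes in OZO-treated cells, with reads of either strand counted. Such neighbours of at least 32 CPM within 10 kb do not account for all of it, since among the genes without either 150 were higher and 87 lower, or 63.3% higher (95% Wilson interval 57.0% to 69.2%). Without an upstream or facing neighbour of at least 1 CPM within 100 kb, 36 genes were higher and 32 lower, or 52.9% higher (95% Wilson interval 41.2% to 64.3%). These 68 genes are too few to decide, so weaker or more distant neighbours stay open as a cause of the rest. Traces of genomic DNA in some libraries were not tested and also stay open.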

How the results depend on the processing

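No paired analysis was possible because the values analysed here are 1 comparison of the groups, without values of single libraries. For the same reason the alternatives of another test or normalization, a replicate block, leaving out each culture, another pseudocount, quantile normalization, fry and a count minimum in every library were not run, and other splits of the 6 libraries could not be counted. The overlap of the Fig. 2J genes with genes higher at an adjusted p-value under 0.05 gave no value, since there were 0 such genes (3624 had an unadjusted p-value under 0.05).

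The number of genes past an adjusted p-value of 0.05 was 0 with all 27179 genes, with the 21154 genes with reads, with the upper 75% by average expression and with at least 1 CPM, although 2833 of the 11878 genes in the last set had an unadjusted p-value under 0.05. With at least 16 CPM, a limit chosen after the values had been seen, it was 3 of 7721 genes (Nop2, Baz2b and Peds1, named after their values were seen), none of them with a 2-fold change. Adjusted values depend on which genes are tested, so a smaller set can lower them while the unadjusted p-values stay the same.

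The counts at an unadjusted p-value under 0.05 moved with the fold limit. With a 1.5-fold limit, 1000 genes were higher and 1296 lower, and with a 3-fold limit 433 were higher and 286 lower, in place of 676 and 692. Limits chosen after the values had been seen gave 242 higher and 440 lower at 1 CPM or more, 89 and 135 at 16 or more, 1699 and 1925 without a fold limit, and 1664 and 1891 among genes with a symbol without a fold limit. The higher genes were 49.4% of those called, 60.2% with the 3-fold limit and 35.5% at 1 CPM or more.

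The Fig. 2J list stayed past the random lists under each alternative run, with a median log2 fold change from 0.27 to 0.30, and so did the NRF2 list, with 0.50 throughout. The enrichment of the Fig. 2J genes among higher genes ranged from 2.92-fold to 7.22-fold over the alternatives, added ones included, and kept a Fisher's exact p-value under 0.05 throughout. Across the 11 other lists, 43 of the 45 results under an alternative stayed on their side of the random lists. Against random lists without matching, the cell cycle list was no longer past them, and the p53 list, with a median log2 fold change of 0.042, was reached by a share of 0.205 of the random lists in place of 0.506 and remained inside their range. The adjusted p-values of Hmox1, Gclc, Slc7a11, Sqstm1, Gclm and Mitf stayed above 0.05 over genes with reads and over genes with at least 1 CPM.

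Depth limits the weakly expressed genes most. Psmb8, the gene with the smallest p-value (7.01e-06) in the authors' deposited table, rests on a geometric mean of 1.38 reads plus 0.5 per library, so its size of change is not well determined.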

Differences from the paper's values

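At an unadjusted p-value under 0.05 and a 2-fold change, the lines of Fig. 2H, 1368 genes were called, against the paper's 3557, with 676 higher against the paper's 1665 and 692 lower against the paper's 1892. Of the alternatives set before the data were examined, the 1.5-fold limit brought the number of lower genes, 1296, within 1.5 times the paper's value. It did not do so for the higher genes (1000) or for all genes (2296), and limits to genes with reads, to the upper 75% by average expression or to a 3-fold change did not do so for any of the 3 counts. Without a fold limit, 3624 genes were called (1699 higher and 1925 lower), and among genes with a symbol 3555 (1664 higher and 1891 lower). Both settings were chosen after seeing the values. The counts among genes with a symbol nearly equal the paper's, so calls without a fold limit most likely account for its numbers. The paper's text names neither a fold limit for its DEGs nor whether their p-values were adjusted.

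Slc38a1 and Slc11a2 carry asterisks in Fig. 2J, and so does Gclm. In the authors' deposited table their unadjusted limma-voom p-values were 0.777, 0.051 and 0.0515. Slc7a11 and Sqstm1 carry none there, while their unadjusted p-values in the authors' deposited table were 0.0347 and 0.00609. The figure legend names another test for those asterisks.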

Other observations

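Of the tests below, those of NRF2 targets in the Fig. 2J list, of standard errors and of adjusted p-values were chosen after the results they measure had been seen. The lists for short-lived transcripts, ERK and YAP and TAZ were written after the fall of Mitf had been seen, and those for ERK and for YAP and TAZ leave out Dusp6, Lif, Amotl2 and Fjx1, whose values were already known.

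The rise of the Fig. 2J list did not rest on NRF2 targets alone. Without the genes it shares with the NRF2 list, the median log2 fold change of the other 34 genes was 0.23, against an upper limit of 0.18 for 95% of matched random lists. Correction for GC content, which shifted no gene by more than 0.12, took the median of the 34 list genes with at least 1 CPM from 0.27 to 0.33. These values argue against GC content, and against NRF2 targets, as the whole cause.

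Several other lists also lay above matched random lists, so a rise was not particular to ferroptosis, and Fig. 2I likewise lists autophagy, lysosome and oxidative phosphorylation among its terms. Median log2 fold changes were 0.78 for ATF4 targets, 0.67 for heat shock, 0.59 for sterol synthesis, 0.49 for autophagy, 0.36 for ribosome, 0.30 for lysosome and 0.24 for oxidative phosphorylation, each with a two-sided share under 0.05 after adjustment over the 16 lists. The 7 genes on the axis of Fig. 2K had 1.27, all 7 of them also in other lists. The cell cycle list (-0.03) lay below its random lists with an adjusted share of 0.048, while the pigment list (-0.04, adjusted share 0.166) and the p53 list (0.04, adjusted share 0.988) lay inside theirs. When adjusted over the list alone, 12 of 24 autophagy genes (11 higher and 1 lower), 3 of 24 lysosome genes (all higher), 1 of 16 p53 genes (lower) and 6 of the 7 Fig. 2K genes (all higher) had an adjusted p-value under 0.05, against 0 over all genes tested. None of the ATF4, heat shock, sterol, pigment, cell cycle, ribosome or oxidative phosphorylation genes did so.

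The ATF4, heat shock and sterol lists rose in median, yet only 1 gene of each had an unadjusted p-value under 0.05 and was higher. Their median standard errors were 0.62, 0.79 and 0.46. The upper limits for 95% of random lists matched on expression were 0.22, 0.28 and 0.24, so expression level does not account for the spread. The ribosome list also rose, with 0 such genes, but its median standard error of 0.16 lay under its upper limit of 0.18. For the ATF4, heat shock and sterol lists, a hypothesis is that the cultures differed in the strength or timing of the response. The table cannot show this because it holds no values of single libraries.

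Mitf and Mc1r, which act in the pigment cell program, fell more than the other genes of the pigment list. Of the 11 other pigment genes 5 were lower and 6 higher, with an unadjusted p-value under 0.05 for 1 lower gene, Tyr (-0.37), and 1 higher gene, Pmel (0.36), as log2 fold changes in the authors' deposited table. In the authors' deposited table Mitf fell by 3.07 and Mc1r by 2.11 on the log2 scale, with unadjusted p-values of 0.012 and 0.0111 and limma-voom adjusted p-values of 0.257 and 0.254. Adjusted over genes with reads or with at least 1 CPM, the adjusted p-value of Mitf was 0.2 or 0.143. Another annotated gene overlaps Mc1r on the same strand, so its count is less certain. Correction for GC content, which shifted no gene by more than 0.12, left Mitf at -3.13. The list of short-lived transcripts had a median of 0.19 over 28 genes, but its members went both ways, with 15 higher in all, and 3 higher and 5 lower at an unadjusted p-value under 0.05. A loss of such transcripts therefore stays open. The ERK list fell, with 4 of its genes higher (median -0.96 over 15 genes, share 1e-04, the smallest that can be given), and so did the YAP and TAZ list, with 5 higher (median -0.44 over 16 genes, share 0.0025). Lower ERK signalling and lower YAP and TAZ activity are therefore both candidate explanations, found and tested on the same data, and the tests do not favour one over the other.

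No gene passed an adjusted p-value of 0.05, although more genes than expected by chance had an unadjusted p-value under 0.05. Leaving out the genes without reads gave a smallest adjusted p-value of 0.0853, so these genes were not the reason. Over all genes, 13.3% had an unadjusted p-value under 0.05. Of the genes with at least 1 CPM, a limit chosen after the values had been seen, 23.9% did. Genes are not independent, and other splits of the 6 libraries could not be counted. These shares therefore cannot decide whether the groups differed. In simulated data with 3 libraries per group, 95.5% of 200 changed genes passed. Their size of change and spread were set in advance, so this share does not tell how many real changes in these cultures could pass.

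The largest changes among genes with an average expression at or above the median were rises of Il17f (5.17), Arhgef6 (4.48), Slc23a3 (4.23), Cyp2c55 (4.01) and Cmya5 (3.96), and falls of Gm5546 (-3.83), Mitf, Rapgef3 (-3.00), Lif (-2.93) and Amotl2 (-2.91), as log2 fold changes in the authors' deposited table. The 5 rises averaged from 0.358 to 1.49 CPM, and their limma-voom adjusted p-values lay between 0.267 and 0.351. No explanation was tested for them.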
